A study of Mus musculus with 2 samples. Its data were reported in "Short-term disruption of TGF-β signaling in adult mice renders the aorta vulnerable to hypertension-induced dissection" (2025).

How the data were processed

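Single-cell RNA sequencing was performed on the thoracic aortas of 2 wild-type mice. The animals were GFP^iSMC mice, in which a tamoxifen-inducible Cre recombinase under control of the *Myh11* promoter switches the membrane reporter mT/mG from tdTomato to eGFP in smooth muscle cells (SMCs). Per the labels, tamoxifen was given at 1 mg/d for 5 days from 3 weeks of age and the aortas were taken at 12 weeks. The tissue was digested in the cold, and viable single cells were sorted without selection for GFP. The study's methods give the sex as male. Each aorta is 1 droplet library of the 3′ chemistry, in which unique molecular identifiers (UMIs) allow each captured RNA molecule to be counted once. Both libraries belong to 1 group (n = 2), so the comparisons are between cell types within the aortas and not between treatments.

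The deposited values are raw counts of UMIs per gene and cell. The authors made them with Cell Ranger 4.0.0 from the mouse genome mm10 with the sequences of eGFP and tdTomato added, and the feature list holds 32287 features, 2 of which are the reporters. The number of deposited cells equals the number before filtering in the labels (8947 in aorta 1 and 6263 in aorta 2), and the lowest UMI total of a cell was 500, so the deposited cells are the called cells without a further filter. In all, 38 symbols belonged to more than 1 gene ID. Strand use in the counting was not stated.

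The candidate filters, markers, gene list, tests and most alternatives were fixed before the data were examined. Of 3 candidate cell filters, the one whose numbers of cells came closest to those after filtering in the labels (6278 and 4300) was used. It required more than 200 genes, 1000 to 25000 UMIs and a mitochondrial share under 10%, the last over 13 mitochondrial genes. It kept 6744 and 4698 cells, a summed difference of 864 cells, against 4099 with a minimum of 5000 UMIs and 2204 with no UMI limits. The limits that the study states for its GFP-sorted SMCs (5000 to 25000 UMIs and an eGFP limit) were therefore used only as alternatives. Before filtering, 1346 and 885 cells had a mitochondrial share of 10% or more, and 1319 and 949 cells had fewer than 1000 UMIs. Doublets were called per aorta with Scrublet in scanpy 1.11.5 and removed: 224 cells (3.32%) in aorta 1 and 105 cells (2.24%) in aorta 2. This left 6520 and 4593 cells for analysis. The barcode sets shared 18 barcodes.

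Cells of both aortas were clustered together in Python 3.11.15 with scanpy. Counts were scaled to 10000 per cell and log-transformed. The next steps used 2000 highly variable genes, 30 principal components, 15 neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 1. A list of 20 genes taken from the study's text, 27 integrin genes, the reporters and the mitochondrial genes were left out of the clustering, so that a gene compared between types had not defined them. Clusters were named from marker lists for 11 cell classes. A named cluster needed at least 3 markers of its class detected in at least 25% of its cells. A cluster stayed unnamed if at least 2 of its 10 leading genes by fold were markers of another class. It also stayed unnamed if its median UMI count was under 33.3% of that of its own aorta and no marker of its class was among those leading genes. All names are marker-based, and SMC, fibroblast and the other names stand for SMC-like, fibroblast-like and so on. These rebuilt names can differ from the study's.

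The naming rule was changed after cluster tables had been seen. In its first form every class was scored whether or not 3 of its markers were detected, and 1 leading marker of another class was enough to leave a cluster unnamed. Under that form 1075 cells stayed unnamed against 727 here, the difference being a cluster of 348 cells now counted as fibroblasts. The limit of 2 markers was set after 1072 cells stayed unnamed with the minimum of 5000 UMIs and 1015 stayed unnamed with study genes allowed in the clustering, largely through *Tnnt2*. It does not change the main naming, and the cluster of 348 cells was left unnamed by the scoring of every class. The first form was kept as an alternative, as was a limit of 1 marker with each of these 2 settings.

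UMIs were summed per aorta and cell type, because cells are not replicates. The 7 named types with at least 10 cells in each aorta entered 1 edgeR 4.0.16 model (R 4.3.3) with cell type as the only term, scaling by TMM and gene filtering by filterByExpr. Cell types were compared with the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. A gene was counted at an adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error of a fold change is the absolute log2 fold change divided by the square root of the F statistic. Counts of genes exclude markers and genes used for clustering. The genes named from the test over all genes are the 5 highest by log2 fold change in each direction among those past the threshold, with at least 50 CPM in the higher type and the same direction in both aortas. Some genes that the rules or lists include are not reported here. Of the study list, *Col18a1*, *Col15a1*, *Mylk4*, *Col3a1* and *Col1a2* are given in full by the same fixed rule. SMCs were clustered again at resolution 0.5, and their subclusters were compared by an F test in the same kind of model. CPM is the UMIs of a gene per 1000000 UMIs of that cell type in that aorta, and its SD is over the 2 aortas. Shares have exact (Clopper-Pearson) 95% intervals, which cover counting error only. Shares of cells with a UMI were taken after each cell was thinned to 1000 UMIs. Gene coordinates are those of GENCODE M21 on GRCm38, the same assembly as mm10, matched by gene ID.

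The model was tested on simulated data for SMCs against fibroblasts, with the library sizes of the real sums. The SMC sums were given the fibroblast means, and the spread was the one the model had estimated. Of 200 well-counted genes among 13587, changed by a log2 fold change of 2 in either direction, 200 were recovered with 0 false calls. The simulation held few, balanced changes and no effect of the animal. It therefore does not give error rates for the real comparison, in which 22.8% of genes differed. Sums with the same number come from the same animal, as the labels state that each library is an individual aorta. The deviations of same-numbered sums correlated over 0.1 in 0 of the 21 pairs of cell types (median r 0.0344, range −0.0182 to 0.0929, across genes). All tested genes weighed alike in r, and counting error in genes with few UMIs lowers it, so a shared effect of the animal was not excluded. The aorta as a block was an alternative. The labels name individual aortas, and the libraries were counted as separate replicates. As a check against a library deposited more than once, the sums of the 2 aortas were compared within each of the 7 types and were not identical (chi-square per degree of freedom 2.26 to 12.7).

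Alternatives covered the cell filter, doublets, clustering resolution, genes allowed in the clustering, the SMC definition, thinning, the UMI threshold, scaling, the gene filter, the aorta as a block, the samples in the fit, DESeq2 1.42.0 and leaving out each aorta. The first naming rule, the limit of 1 marker together with 2 other choices, and counting a low-UMI cluster as SMCs were chosen after seeing the data. Clusters of 714 and 13 cells stayed unnamed and entered no comparison between types. Knockout mice and bulk RNA sequencing of the study were not analysed here.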

Results

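Single-cell transcriptomes were collected from the thoracic aortas of 2 wild-type GFP^iSMC mice at 12 weeks of age (1 group, n = 2 aortas). The files held 8947 cells and 47009780 unique molecular identifiers (UMIs, each standing for 1 captured RNA molecule) for aorta 1, and 6263 cells and 30919996 UMIs for aorta 2. The median depth per deposited cell was 4296 and 3945 UMIs, and after filtering it was 5773 and 5462 UMIs. The study deleted TGF-β receptors from smooth muscle cells (SMCs) and followed transcripts for extracellular matrix (ECM), contractile and adhesion molecules. These aortas have intact signaling, and the question they address is which cell types of the normal thoracic aorta express those transcripts.

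Clustering of 6520 and 4593 cells gave 30 clusters, of which 28 were named from markers and fell into 7 cell types. SMCs made up 27.8% of cells in aorta 1 (exact 95% interval 26.7 to 28.9) and 30.05% in aorta 2 (28.7 to 31.4), and fibroblasts made up 24.5% and 23.8%. Endothelial cells were 12.0% and 15.8%, myeloid cells 14.7% and 13.0%, lymphocytes 9.43% and 7.71%, mesothelial cells 4.20% and 3.35%, and erythroid cells 0.353% and 0.283%. The unnamed remainder was 6.93% and 5.99%, nearly all of it a low-UMI cluster with SMC markers (439 and 275 cells). The mean SMC share of 28.9% ± 1.58 (SD, n = 2) moved most when only cells with 5000 to 25000 UMIs were kept, to 45.7%. SMCs included a cluster of 213 cells led by the stress-related genes *Gdf15*, *Cdkn1a* and *Mdm2*. These are shares of recovered cells and depend on digestion and sorting.

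The reporters show which cells descend from cells that expressed *Myh11* at the time of tamoxifen. With each cell thinned to 1000 UMIs and no cell left out, an eGFP transcript was found in 95.5% of SMCs in aorta 1 and 92.0% in aorta 2 (97.8% and 96.7% without thinning). Lymphocytes, which do not belong to this lineage, gave 6.34% and 6.21% (21.0% and 16.1% without thinning). The median depth was 8761 and 8256 UMIs in SMCs and 4059 and 3862 UMIs in lymphocytes. Mesothelial cells (6.57% and 7.79%) and myeloid cells (7.20% and 6.55%) had shares within the exact intervals of the lymphocyte shares, and so did fibroblasts in aorta 2 (6.85%). Fibroblasts in aorta 1 (10.8%) and endothelial cells (11.7% and 14.7%) lay above them. So did erythroid cells in aorta 1, with 6 of 23 cells (26.1%, exact 95% interval 10.2 to 48.4), but not in aorta 2, with 1 of 13 cells (7.69%). The eGFP level was 6768 and 6291 CPM (UMIs of a gene per 1000000 UMIs of the cell type) in SMCs, 387 and 251 CPM in fibroblasts, 145 and 166 CPM in endothelial cells, 186 and 85.3 CPM in erythroid cells and 116 and 162 CPM in lymphocytes. Because fibroblasts exceeded endothelial cells by CPM but not by share, and erythroid cells in aorta 1 fell between them by CPM with the highest share, no order was read between these types. The largest move in the mean eGFP share of SMCs, 93.7% ± 2.53 (SD, n = 2), came from requiring at least 2 UMIs, which gave 88.8%.

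A tdTomato transcript, from the reporter before recombination, was found in 2.76% and 4.13% of SMCs at 1000 UMIs (8.05% and 9.78% without thinning), against 71.6% and 66.9% of endothelial cells (93.4% and 88.3% without thinning) and 26.7% and 24.3% of lymphocytes (62.4% and 61.0%). In erythroid cells it was found in 0 of 23 and 1 of 13 cells, too few to set them apart from SMCs. The median depth of endothelial cells was 3678 and 3024 UMIs. Counted without thinning, 91.6% and 89.8% of SMCs held eGFP alone, 6.29% and 6.96% held both reporters, and 1.77% and 2.83% held tdTomato alone. The cells with neither reporter numbered 7 and 6.

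**Figure D1:**
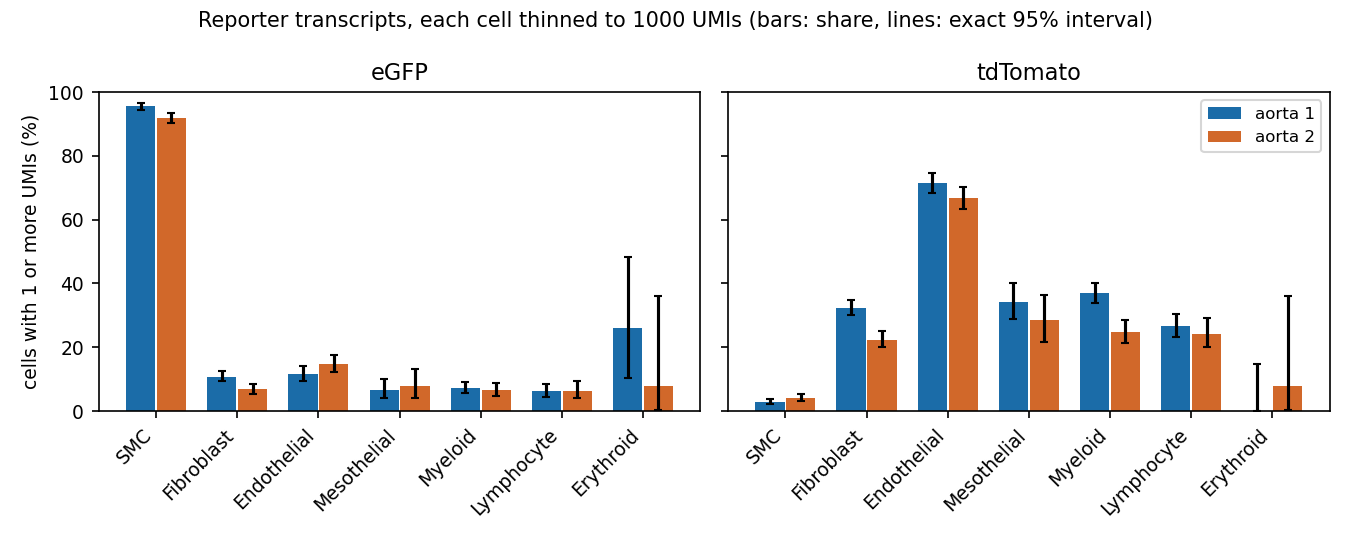
Share of cells with at least 1 UMI of eGFP (left) or tdTomato (right), in percent, by cell type after each cell was thinned to 1000 UMIs. Bars are the 2 aortas and lines are exact 95% intervals for counting error, and SMCs stand apart with 95.5% and 92.0% for eGFP, whereas for tdTomato their 2.76% and 4.13% lie within the intervals of erythroid cells.

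The transcripts that the study examined most closely were compared between SMCs, the cells of the media, and fibroblasts, the main ECM-producing cells of the adventitia. *Col18a1* (ENSMUSG00000001435, chromosome 10, 77052178 to 77166548 on GRCm38, minus strand) encodes a basement membrane collagen. Its level was 1119 ± 31.2 CPM in SMCs and 56.8 ± 8.12 CPM in fibroblasts (mean ± SD, n = 2), a log2 fold change of 4.36 (SE 0.166, adjusted p 1.31e-15, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Among the alternatives this difference moved most when doublets were kept, to 3.80. The *Col18a1* level in lymphocytes was 30.3 ± 0.229 CPM, and its ratio of fibroblast to SMC level (0.0447 and 0.0570) lay inside the range of the same ratio for the SMC markers, from 0.0266 to 0.129 in aorta 1 and from 0.0232 to 0.129 in aorta 2. Expression of *Col18a1* by fibroblasts was thus not detectable above that range. *Col15a1* (ENSMUSG00000028339, chromosome 4, 47208161 to 47313167, plus strand) differed less between these types, at 343 ± 16.2 CPM in SMCs and 246 ± 16.6 CPM in fibroblasts, with a log2 fold change of 0.52 (SE 0.108, adjusted p 0.000272 in the same edgeR test).

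*Mylk4* (ENSMUSG00000044951, chromosome 13, 32700834 to 32783954, minus strand), which encodes a myosin light chain kinase, was at 180 ± 0.648 CPM in SMCs and 4.26 ± 0.262 CPM in fibroblasts. The log2 fold change was 5.43 (SE 0.149, adjusted p 2.28e-17, edgeR quasi-likelihood test). The fibrillar collagens went the other way. *Col3a1* (ENSMUSG00000026043, chromosome 1, 45311538 to 45349706, plus strand) was at 1174 ± 17.4 CPM in SMCs and 8710.0 ± 526 CPM in fibroblasts, a log2 fold change of −2.84 (SE 0.239, adjusted p 9.58e-10, edgeR). *Col1a2* (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544, plus strand) was at 1463 ± 38.2 CPM in SMCs and 10346 ± 272 CPM in fibroblasts, a log2 fold change of −2.77 (SE 0.252, adjusted p 3.4e-09, edgeR). All 5 differences had the same direction in both aortas and exceeded the spread between them.

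**Figure D2:**
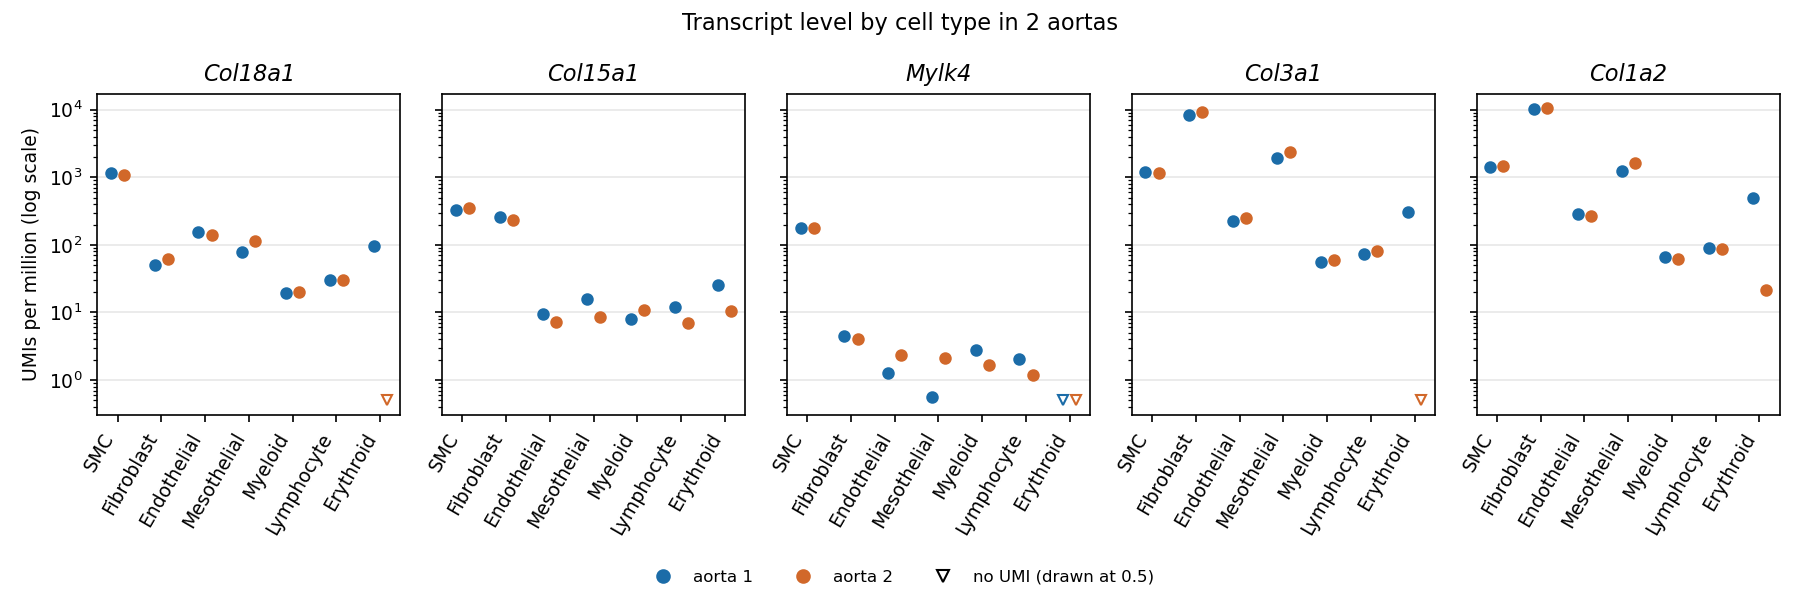
Level of 5 transcripts by cell type, in CPM on a log axis, with a point for each aorta and an open triangle where no UMI was found. *Col18a1* and *Mylk4* were highest in SMCs (1119 and 180 CPM on average), *Col15a1* was at 343 CPM in SMCs and 246 CPM in fibroblasts, and *Col3a1* and *Col1a2* were highest in fibroblasts (8710.0 and 10346 CPM).

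Of the 20 transcripts taken from the study's text, 11 were higher in SMCs than in fibroblasts and 7 were higher in fibroblasts at an adjusted p under 0.05 over all genes tested, and the same numbers were found adjusted over the list alone. Among the former, *Mylk* (log2 fold change 3.78), *Itga8* (3.68), *Itgb1* (1.55), *Eln* (1.12), *Tgfbr1* (1.11), *Ccn2* (0.83) and *Col4a2* (0.68) joined those above. *Tgfbr2* (−2.25), *Col5a2* (−1.32), *Lox* (−0.999) and *Mfap4* (−0.75) were higher in fibroblasts. *Mylk2* was counted as higher in SMCs and *Mylk3* as higher in fibroblasts, but these rest on 103 and 18 UMIs of *Mylk2* and on 6 and 16 UMIs of *Mylk3* in SMCs and fibroblasts. *Col4a5* (0.23, adjusted p 0.155) and *Bgn* (−0.08, adjusted p 0.759) did not differ beyond the spread between aortas in the edgeR test. The number higher in SMCs ranged from 10 to 12 over the alternatives.

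Over all 12244 genes that were neither markers nor used for the clustering, 2795 (22.8%) differed between SMCs and fibroblasts, 1218 being higher in SMCs and 1577 in fibroblasts. The count moved most, to 2099, when 1 leading marker of another class left a cluster unnamed among cells with 5000 to 25000 UMIs, and its highest value was 3406 without a gene filter. SMCs had the higher level for 43.6% of the genes called by edgeR but for 30.6% of those called by DESeq2 (1009 against 2286 genes), which applies its own size factors. The genes with the largest fold changes toward SMCs, by the fixed rule, included *Xirp1* (log2 fold change 7.29), *Cdh6* (6.00), *Kcnmb1* (5.75) and *Npnt* (5.68). Those toward fibroblasts were *Ms4a4d* (−8.55), *Xdh* (−7.88), *Sult5a1* (−7.10), *Col5a3* (−6.91) and *Srpx* (−6.88). The lower type held few UMIs of most of these genes, such as 3 and 3 UMIs of *Xirp1* in fibroblasts and 3 and 6 UMIs of *Ms4a4d* in SMCs, so the size of the fold change is imprecise. *Xirp1* (chromosome 9, 120013755 to 120023598) overlaps *Cx3cr1*, and *Srpx* (chromosome X, 10037977 to 10117709) overlaps *Rpgr*, each on the same strand, so these assignments of UMIs are uncertain.

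The study measured some transcripts in whole aortas, and the share of each transcript's UMIs that came from SMCs bears on what such a measurement reflects. SMCs gave 88.3% ± 0.567 of *Col18a1* UMIs (mean ± SD, n = 2), 93.1% ± 0.207 of *Mylk4* UMIs and 66.8% ± 3.42 of *Col15a1* UMIs, but 17.3% ± 0.495 of *Col3a1* UMIs and 18.3% ± 0.572 of *Col1a2* UMIs. The exact 95% interval of the *Col18a1* share was 88.3 to 89.2 in aorta 1 and 87.4 to 88.5 in aorta 2. The denominator is all analysed cells, unnamed ones included. With the low-UMI cluster counted as SMCs, the share was 93.2% for *Col18a1* and 97.8% for *Mylk4*. All these shares depend on which cells digestion, sorting and filtering kept, and they can differ from the shares in whole tissue. The *Col18a1* share moved most when 1 leading marker of another class left a cluster unnamed among cells with 5000 to 25000 UMIs, to 49.5%. In that setting 1072 cells stayed unnamed, which the limit of 2 markers counted as SMCs (1743 SMCs against 2815). With the limit of 2 and the same cells, the share was 95.2%.

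*Col18a1* was also compared with the other cells that border a basement membrane. Endothelial cells expressed 146 ± 10.2 CPM, and the log2 fold change of SMCs over endothelial cells was 3.13 (SE 0.160, adjusted p 1.57e-13, edgeR quasi-likelihood test). For *Col15a1* it was 5.53 (SE 0.178, adjusted p 6.52e-17, edgeR), with 8.30 ± 1.61 CPM in endothelial cells. Mesothelial cells had 95.4 ± 24.996 CPM of *Col18a1*, a log2 fold change of 0.49 over fibroblasts (SE 0.192, adjusted p 0.0476, edgeR). This call was not stable, as 3 alternatives moved its adjusted p above 0.05, to 0.136 at most (range over all alternatives 0.00617 to 0.136). Adjusted over the list alone, its p was 0.0194.

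SMCs were clustered again to see whether the study's transcripts were even among them. This gave 9 subclusters, 8 of which had at least 10 cells in each aorta. The remaining 10 cells were led by endothelial genes and were not tested. Of 18 listed genes that passed the expression filter, 17 differed among subclusters, both over all 7851 genes tested and adjusted over the list alone, and *Tgfbr2* did not (adjusted p 0.704, edgeR quasi-likelihood F test). Over the alternatives the number was 17 or 18. *Mylk4* varied widely. Among the 3 largest subclusters it was at 255 ± 1.76 CPM in subcluster 0, 20.1 ± 4.63 CPM in subcluster 1 and 239 ± 17.3 CPM in subcluster 2 (mean ± SD, n = 2), and over all those tested it ran from 15.8 to 379 CPM. *Col15a1* was highest in subcluster 1 (666 ± 15.9 CPM) and at 225 ± 10.9 CPM in subcluster 0. Subclusters 0, 1 and 2 were led by genes that included *Hand2*, *Dlx6* and *Hoxa7*. Subclusters 3 and 4 were led in part by fibroblast genes (*Lum*, *Dcn*, *Dpt*) and by immune genes (*C1qb*, *Cd74*, *Lyz2*), and subcluster 6 by stress-related genes (*Gdf15*, *Cdkn1a*). The tests included these subclusters of mixed content.

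**Figure D3:**
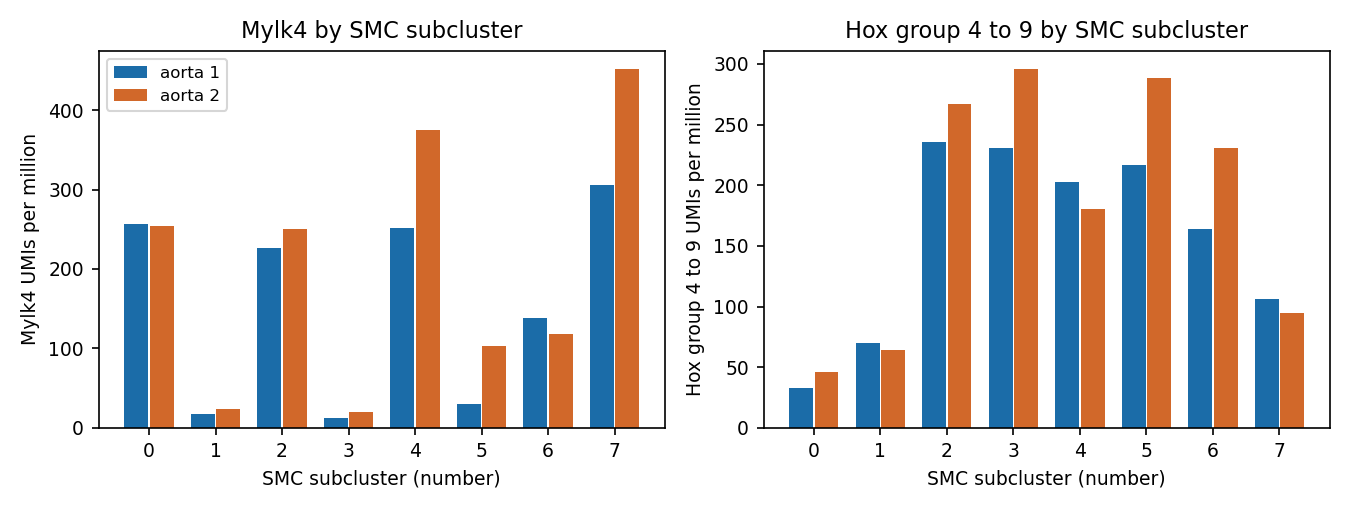
CPM of *Mylk4* (left) and of Hox genes of paralog groups 4 to 9 summed (right) in the 8 SMC subclusters tested, with a bar for each aorta. *Mylk4* was low in subclusters 1 and 3 (20.1 and 15.8 CPM on average) and highest in subcluster 7 (379 CPM), while the Hox sum was lowest in subclusters 0 and 1.

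The study calls *Itga8* and *Itgb1* the major SMC integrins. Ranked by level among 27 integrin genes in SMCs, *Itga8* was first (1580.1 ± 14.3 CPM) and *Itgb1* second (1559 ± 87.3 CPM), followed by *Itga9* (375 ± 1.26 CPM) and *Itgb5* (293 ± 11.8 CPM). The difference between the leading genes was within the spread between aortas, and *Itgb1* ranked first in aorta 1. Their order was reversed with 5000 to 25000 UMIs per cell.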

Values the study reported

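The study reported Cre recombination in greater than 90% of SMCs. That value comes from mice with floxed TGF-β receptor genes, and not from the aortas analysed here.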

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

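The tests of low *Xist* expression in male cells and of all deposited *Xist*-positive cells were chosen only after the results they measure had been seen, and the microglial test was reduced to 4 genes after its values had been seen, whereas the other tests in this part were written down first.

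*Xist*, the noncoding RNA made from the inactive X chromosome of female cells, stands out because the study's methods give the mice as male and because no comparison in the report uses it. Aorta 1 held 103 *Xist* UMIs in 53 of its deposited cells, and aorta 2 held 4 UMIs in 4 cells. Both totals exceed the 3 UMIs that a count of 0 allows, that of aorta 2 only just. Among the analysed cells of aorta 1, an unnamed cluster of 13 cells with a median of 1299 UMIs was led by *Xist*, and aorta 2 contributed 0 cells to it. This cluster held 30 of the 46 *Xist* UMIs in analysed cells (65.2%) but 0.0435% of all their UMIs. That argues against *Xist* at a low level in male cells of every type as the whole source. The other 16 *Xist* UMIs of analysed cells, and those of aorta 2, were not assigned to a source. Nor were those in deposited cells of aorta 1 that were not analysed, which the share of 65.2% does not cover. Of the 26 deposited cells with at least 2 *Xist* UMIs, 11 were analysed.

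Female cells from another library may account for the cluster, but this stays open. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* gave 0 UMIs in the cluster, where 2.91 would be found at the rate of the myeloid cells of aorta 1 (163 CPM), and a one-sided Fisher's exact test gave p = 0.0545. Among all deposited cells of aorta 1, the 26 cells with at least 2 *Xist* UMIs held 5 Y-linked UMIs, where 8.54 would be found at the rate of the other cells (one-sided Fisher's exact p = 0.147). A mouse without the reporter is a related possibility. A reporter UMI was found in 2 of the 13 cells and in 363 of 959 myeloid cells (37.9%) at 1000 UMIs per cell, with a one-sided Fisher's exact p = 0.0799. The counts are too few to decide either question.

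The cluster was also led by *P2ry12*, *Sall1*, *Sall3* and *Cx3cr1*, and microglia from a brain sample are a candidate source. The microglial genes *Tmem119*, *Siglech*, *Gpr34* and *Olfml3*, none of them among the leading genes, were together 22.01 times as high per UMI as in the myeloid cells of the same aorta (4489 against 204 CPM, from 80 UMIs in the cluster). All 4 genes were detected in those myeloid cells too. The most abundant in the cluster, *Tmem119*, was at 1291 CPM there and 11.8 CPM in myeloid cells. The level met the 10-fold excess that had been set for it, so such cells remain a candidate source, while how they would have entered the library was not tested. The design has 1 group and gives no biological explanation for female or microglial cells in a male aorta, so none was tested.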

How the results depend on the processing

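The setting with the first naming rule (every class scored, whether or not 3 of its markers were detected, and 1 leading marker of another class leaving a cluster unnamed), the settings that change only the marker limit of the rule used, from 2 to 1, and the setting that counts the low-UMI cluster as SMCs, were chosen only after the results had been seen. The fit on SMC and fibroblast sums alone was chosen then for the number of listed genes higher in SMCs, and all other settings were planned.

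In 120 of 123 comparisons of a setting with the reported value, fold changes kept their direction and their side of the threshold. Counts of genes stayed within 1.5 times the reported count under every setting run. The number of genes differing between SMCs and fibroblasts ranged from 2099 to 3406 around 2795. The log2 fold change between SMCs and fibroblasts ranged from 3.80 to 4.55 for *Col18a1*, from 0.28 to 0.74 for *Col15a1*, from 4.49 to 7.00 for *Mylk4*, from −3.09 to −2.80 for *Col3a1* and from −3.02 to −2.71 for *Col1a2*. The first naming rule alone gave 2976 genes, of which 2747 were also called without it, and put 12 listed genes in place of 11 as higher in SMCs. Scaling by library size moved the median log2 fold change of all genes from −0.03 to −0.08. With the aorta as a replicate block, 2792 genes differed between SMCs and fibroblasts, 2780 of them also called without the block. None of the fold changes compared here crossed the threshold with the block, and the counts of listed genes were the same.

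The 3 exceptions were for *Col18a1* in mesothelial cells against fibroblasts, reported at a log2 fold change of 0.49 with an adjusted p of 0.0476 (edgeR quasi-likelihood test). It was 0.47 (adjusted p 0.0617) at Leiden resolution 2, 0.44 (0.136) with study genes allowed in the clustering, and 0.43 (0.127) with that choice and the limit of 1 marker together. The adjusted p ranged from 0.00617 to 0.136 over its alternatives, and the cause was not tested.

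Shares and ranks moved more. Of 108 comparisons, 62 stayed within 1 SD. In the order *Col18a1*, *Col15a1*, *Mylk4*, *Col3a1* and *Col1a2*, the share of UMIs from SMCs was 95.2%, 73.2%, 98.7%, 21.7% and 22.8% with 5000 to 25000 UMIs per cell, and 82.2%, 57.9%, 92.8%, 15.9% and 15.5% at Leiden resolution 2. For *Col18a1*, *Mylk4*, *Col3a1* and *Col1a2* it was 86.7%, 90.7%, 18.4% and 19.3% with no UMI limits, 84.6%, 90.0%, 16.8% and 17.7% with doublets kept, and 93.2%, 97.8%, 18.0% and 19.0% with the low-UMI cluster counted as SMCs. Allowing study genes in the clustering moved *Mylk4* to 92.8%. Under the limit of 1 marker with study genes allowed, these 4 shares were 84.9%, 89.3%, 16.4% and 17.3%. At Leiden resolution 2 some cells were named pericytes (161 and 136), and SMCs numbered 1649 and 1248 against 1813 and 1380, while no other type changed by more than 4 cells in an aorta. The numbers match a change of name from SMC to pericyte, but single cells were not followed between settings. Cells named pericytes (137 and 63) also appeared with study genes allowed, where the limit of 1 marker then left 1015 cells unnamed against 726. The UMI limits and the low-UMI cluster change which cells are counted. Further causes were not tested.

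The limit of 1 marker mattered most together with 5000 to 25000 UMIs per cell. The shares were then 49.5% for *Col18a1*, 49.8% for *Col15a1*, 40.0% for *Mylk4*, 13.2% for *Col3a1* and 15.4% for *Col1a2*. In that setting 1072 cells stayed unnamed, against 0 with the limit of 2, and the number of SMCs was 1743 against 2815, so the loss follows from how the setting is built. The limit was relaxed after these unnamed cells had been seen, and the shares under that filter therefore depend on it.

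The SMC share of cells, 28.9%, was 35.3% with the low-UMI cluster counted as SMCs, 45.7% with 5000 to 25000 UMIs, 26.3% with no UMI limits, 26.2% at Leiden resolution 2 and 25.3% with study genes allowed under the limit of 1 marker. The eGFP share of SMCs, 93.7%, was 97.2% at 3000 UMIs, 97.3% without thinning and 88.8% with at least 2 UMIs required. The tdTomato share, 3.44%, was 5.30%, 8.92% and 1.08% under the same 3 settings, and 4.78% under the limit of 1 marker with 5000 to 25000 UMIs. *Itga8* had rank 2 and *Itgb1* rank 1 among integrins with 5000 to 25000 UMIs.

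Leaving out an aorta leaves 1 sum per type and no residual degrees of freedom, so it gives values without a test and no counts of genes. The log2 fold change of *Col18a1* then ranged from 4.17 to 4.54 against fibroblasts and from 3.11 to 3.17 against endothelial cells, and that of mesothelial cells over fibroblasts from 0.38 to 0.64. The rank of *Itga8* ranged from 1 to 2, as did that of *Itgb1*. Depth limits what can be said of *Mylk2* and *Mylk3*, with 135 and 72 UMIs over all cells.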

Other observations

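The thymus test took its final form, and the Fisher's exact test of eGFP in lymphocytes and the alternative that counts the low-UMI cluster as SMCs were chosen, only after the results had been seen, whereas the other tests in this part were written down before the values they measure.

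*Mylk4* differed 15.2-fold in aorta 1 and 10.9-fold in aorta 2 between SMC subclusters 0 and 1, the highest and lowest of the 3 largest. A difference in depth was excluded, because the share of cells with a *Mylk4* UMI still differed at least 16.5-fold after thinning to 1000 UMIs (19.4% against 0.771% in aorta 1, 17.5% against 1.06% in aorta 2). Dissociation stress as a cause of low *Mylk4* was argued against. Together, 9 immediate early and heat shock genes were lower in the low-*Mylk4* subcluster, at 0.37 times their level in the high one or less. Of these genes, *Atf3* and *Hspa1b* were among the leading genes of subcluster 0, and stress genes were not left out of the clustering. Whether stress contributed to the split between the subclusters was not tested. An order by position along the aorta as Hox genes mark it was argued against, as 19 Hox genes summed to 0.469 times as much in the high-*Mylk4* subcluster as in the low one in aorta 1 and to 0.722 times in aorta 2, and subcluster 2 combined a high Hox sum with high *Mylk4*. Positions that Hox genes do not separate were not tested. The subclusters were led by *Hand2* and by *Dlx6* and *Msx2*, which were seen after the Hox test had been written. In the clustering of all cells, the SMC cluster led in part by *Msx2* and *Dlx6* (966 cells) had pericyte as its second class. Its marker scores were 0.606 for SMC and 0.42 for pericyte. Whether subcluster 1 was pericyte-like was not tested. The design names no group within the aorta, so no biological explanation was tested.

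Transcripts of 1 cell type in another may come from free RNA, and the markers of each type give a measure of it. For *Col3a1* and *Col1a2* in SMCs, the ratio to the fibroblast level was at least 3.33 times that of any fibroblast marker, so free RNA from fibroblasts cannot be the whole source of these UMIs. For *Col15a1* in fibroblasts, the ratio to the SMC level was at least 5.12 times that of any SMC marker, and free RNA from SMCs is excluded in the same way. For *Col18a1* in fibroblasts the corresponding value was as low as 0.348, inside the range of the markers. Free RNA from SMCs therefore remains a possible source. The *Col18a1* level was higher in fibroblasts (51.1 and 62.6 CPM) than in lymphocytes (30.5 and 30.1 CPM) or myeloid cells (19.4 and 19.8 CPM). Low expression by fibroblasts was thus not excluded. For eGFP outside SMCs the outcome stays open. In endothelial cells the ratio to the SMC level was 0.274 times that of the highest SMC marker in aorta 1 and 0.2999 times in aorta 2. It lay at most 0.502 times as high as the highest SMC marker in fibroblasts of both aortas and in lymphocytes of aorta 1. In lymphocytes of aorta 2 it lay at 1.03 times. A Fisher's exact test found no excess there (one-sided p = 0.493). No biological explanation was tested for these patterns.

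The study's discussion favours overlapping contractile and synthetic functions of SMCs over exclusive phenotypes. Whether SMCs use contractile and ECM transcripts in a mutually exclusive way was tested across cells. At 5000 UMIs per cell (1553 and 1133 cells, with 260 and 247 shallower cells left out), the summed UMIs of 10 contractile and 12 ECM genes correlated with Spearman's rho of −0.142 in aorta 1 and −0.218 in aorta 2. Cells are not independent replicates, so these values were set against 1000 random pairs of gene sets matched on expression. They lay at percentiles 10.4 and 7.3, and the prediction of a percentile below 5 in both aortas was not met. With each gene scaled first, rho was −0.077 and −0.13, and the percentiles were 0.4 and 0. The median rho of the random pairs was 0.231 and 0.206 for the sums, and 0.254 and 0.232 for the scaled values. A low percentile means a lower correlation than in random pairs, which is not by itself mutually exclusive use. The sums and the scaled values point to different answers, and the question was left open after both had been seen.

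A cluster of 714 cells (439 and 275) had SMC markers but a median of 1754 and 1787 UMIs, and was left unnamed. At 1000 UMIs, eGFP was found in 92.7% and 93.5% of all unnamed cells, the 13 cells of the other unnamed cluster included. The eGFP share of named SMCs was 95.5% and 92.0%. A tdTomato transcript was found in 2.43% and 4.0% of unnamed cells, against 2.76% and 4.13% of named SMCs. Counting the cluster of 714 cells as SMCs raised the SMC share of cells to 35.3%. Cells that lost cytoplasmic RNA and kept their nucleus are excluded, because the nuclear transcripts *Malat1*, *Neat1* and *Meg3* together were at 0.057 and 0.0658 times their SMC level, where an excess was predicted. The median mitochondrial share was higher than in SMCs (7.27% against 4.83% in aorta 1, 6.65% against 4.94% in aorta 2), and damage of another kind was not excluded. Droplets of free RNA without a cell are excluded as well, as fibroblast markers were at no more than 0.023 times their level in the whole aorta. Cell fragments without a nucleus are a possible explanation. That idea arose from the low *Malat1*, and it was tested on 8 other noncoding transcripts not measured until then, which were at 0.181 and 0.132 times their SMC level (125 and 63 UMIs in the cluster). No biological explanation was tested.

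A lymphocyte cluster of 221 cells was led by *Rag1* and *Dntt*, genes of developing T cells, and made up 2.16% and 1.74% of analysed cells. Thymus tissue in the sample is a candidate source. At 1000 UMIs per cell, UMIs of both *Cd4* and a *Cd8* gene were found in 36.9% and 32.5% of its cells (63.1% and 55.0% without thinning), and in 0.357% and 0% of the other T cell cluster (2.50% and 4.69% without thinning). The median depth was 2251 and 2305 UMIs against 4859 and 4460.0 UMIs. The share was at least 11.4 times the upper exact limit of the other share, a limit used because aorta 2 had 0 of 128 such cells. The ratio against that limit replaced a plain ratio after the values had been seen. No biological explanation was tested.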
